A study of Mus musculus with 22 samples. Its data were reported in "Transcriptomic analysis links diverse hypothalamic cell types to fibroblast growth factor 1-induced sustained diabetes remission" (2020).

How the data were processed

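Hypothalamic RNA was measured in 22 leptin-deficient obese (ob/ob) mice of about 11 weeks that received 3 µg of fibroblast growth factor 1 (FGF1) or vehicle in a single intracerebroventricular (icv) injection. Vehicle mice were pair-fed (PF) to the FGF1 mice. Single-nucleus RNA-seq (snRNA-seq) was done on 3 FGF1 and 3 vehicle mice 24 h after the injection (Day 1) and on 2 FGF1 and 2 vehicle mice on Day 5. Single-cell RNA-seq (scRNA-seq) of whole cells was done on a separate cohort of 6 FGF1 and 6 vehicle mice on Day 5. Each mouse was 1 replicate and was placed in its group by the deposited labels, which gave every sample a group.

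The authors aligned the droplet libraries to GRCm38 with Cell Ranger, with introns included for nuclei, and deposited whole-number counts of unique molecular identifiers (UMIs) per gene and barcode. For nuclei the authors also deposited normalized values, which are the natural log of SCTransform corrected counts plus 1, and only the values of Agrp and Npy were used here. The deposited metadata give per barcode the sample, the batch and the cluster or cell type, and for whole cells the percent of mitochondrial and of ribosomal UMIs as the authors computed them. UMI totals and gene numbers computed per barcode equalled those of the metadata for every barcode. The nuclei held 24965 barcodes and 20668 genes, with 701 to 3999 genes per nucleus, all inside the stated limits of 400 and 4000. The stated limit of 5% mitochondrial or ribosomal UMIs would leave 24104 of them. The whole cells held 54890 barcodes and 16304 genes, with 490 to 3114 genes per cell, and the stated limit of 20% would leave 50508 of them. The numbers of nuclei and cells that the study stated are quoted after the report. All barcodes were used, and the fits on whole cells were repeated without the 4382 cells above the limit.

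Per the methods, no doublet caller was run on the nuclei, and doublets were removed from the whole cells with Scrublet before deposit, as were neurons, clusters enriched for markers of another cell type, and clusters with 50% of their cells from 1 sample. No doublet caller was run here. Nuclei kept the cell type that the authors annotated, and 660 nuclei that the annotation marks as filtered entered no test of cell types. Names such as n29, Glu5 or GABA15 are neuron types of the annotation. "Unmapped neurons" are those that the study could not assign with confidence to a published neuron type. Clusters of whole cells are numbered but not named in the metadata, so they were named from marker genes. A marker counted where at least 10% of a cluster's cells had a UMI of it and its level was at least 2 times that in all other cells, and a name needed at least 3 markers. A cluster in which all markers of another class reached 50% of their share in that class stayed unnamed. The marker genes were fixed in advance, and this rule was set after the cluster profiles had been seen. Cluster 18, of 108 cells, met the rule for oligodendrocyte precursors (OPC) and also carried the oligodendrocyte markers, and cluster 20, of 67 cells, met no rule, so both were left out. Cluster 18 held 0.128% of FGF1 and 0.258% of vehicle cells, and cluster 20 held 0.175% and 0.0755%. Clusters of 1 name were merged, and names rebuilt in this way can differ from those of the study.

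Raw counts were summed per mouse and cell type (pseudobulk). A mouse entered with at least 10 cells of a type, and a type was tested with 2 or more mice per group. Genes were filtered with filterByExpr, libraries were scaled by TMM, and edgeR 4.0.16 (estimateDisp, robust glmQLFit, glmQLFTest) compared FGF1 with vehicle without covariates, separately for Day 1 nuclei, Day 5 nuclei and Day 5 cells. A gene was called a differentially expressed gene (DEG) at a Benjamini-Hochberg FDR below 0.05 over the genes tested in that type. Levels are TMM-scaled CPM, as mean ± SD over mice. Log2 fold changes are FGF1 over vehicle, and their standard error (SE) is the one implied by edgeR's F statistic. For a gene with no UMI in a whole group, the fold is a lower bound against 3 counts over the group, and that bound covers counting error only. Whether the effect of FGF1 differed between days was tested as an interaction over the 4 groups of nuclei.

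To compare cell types at equal cell numbers, 10 cells were drawn per mouse and type 100 times with a fixed seed, and the same edgeR test was run on each draw at an FDR below 0.1. Shares of cell types per mouse were compared by exact two-sided permutation tests of the difference of group means, adjusted over the types of a dataset. Gene set tests used camera in limma 3.58.1 with a preset correlation of 0.01 on lists with at least 3 tested genes, with fry beside it, in tanycytes, ependymal cells and astrocytes. The 8 lists were ribosomal protein genes, feedback genes of the MAPK pathway, cilium genes, glycolysis genes, immediate early genes, and the pan-reactive, A1 and A2 lists of reactive astrocytes. They were written from general knowledge of the pathways. Vim and Gfap (pan-reactive), S100a10 (A2) and Spry2 and Spred1 (MAPK) are also genes that the study picked from these samples.

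Named genes are of 2 kinds. In each of 8 fits they are the 3 genes with the highest and the 3 with the lowest log2 fold change among DEGs whose CPM did not overlap between the groups. The others are a list of 31 genes that the text of the study names. The study chose that list on these samples, so results over it are not independent evidence. Groups, tests, lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, an added limit on the log2 fold change, 30 cells per mouse, each mouse left out in turn, the replicate number as a block, and all 10 nuclei mice in 1 fit. Others were cells thinned to 1350 (nuclei) or 750 (cells) UMIs, other denominators and a centred log ratio for shares, the authors' normalized values of Agrp and Npy, and fry and RLE for gene sets. The authors' batch as a block in nuclei, named genes and gene sets, batch differences of shares, the 20% limit on cells, the replicate block of gene sets, mice left out of equal-cell draws and nuclei shares, and GABA15 nuclei added to Agrp neurons were added after seeing the data.

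Each test was tried on simulated counts with 200 genes changed 4-fold at the depths and dispersions of the real fit. In Day 1 tanycytes with 3534 genes, edgeR recovered 129 of the 200 and DESeq2 130. In Day 1 astrocytes with 6063 genes they recovered 48 and 115, and in Day 1 unmapped neurons with 13681 genes 158 and 167. Of the DESeq2 calls in these 2 fits, 12.2% and 14.4% were false, against 2.04% and 8.67% of those of edgeR. In Day 5 Agrp neuron nuclei with 1345 genes they recovered 160 and 108, and in Day 5 astrocyte nuclei with 8484 genes 154 and 84. In Day 5 astrocyte cells with 9830 genes they recovered 189 and 196, and in committed oligodendrocyte precursors (COP) with 4171 genes 151 and 189. In these 4 fits and in Day 1 tanycytes, a larger part of the edgeR calls was false. For edgeR and DESeq2 it was 1.53% and 0.763% in tanycytes and 1.84% and 0% in Agrp neurons. It was 7.78% and 2.33% in astrocyte nuclei, 5.03% and 3.92% in astrocyte cells and 5.03% and 3.57% in COP. Each of these rates comes from 1 simulated data set. For the interaction with day, edgeR recovered 0 of 200 in astrocytes with 8872 genes, where DESeq2 recovered 7 and 11 of its 18 calls were false. In OPC/COP nuclei with 5875 genes edgeR recovered 65 of 200 and DESeq2 53, each with 1 false call. In 20 simulated data sets of Day 1 tanycytes, camera called a changed list 20 times and an unchanged list 0 times, and fry called them 20 and 2 times. Genes were simulated independently, so this does not show how often camera calls unchanged lists whose genes vary together.

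Depth ranged from 2652897 to 16345981 UMIs per mouse, and cell types with few cells per mouse rest on fewer counts and fewer tested genes. Samples of a group were compared in 38 pairs by a chi-square test of counts over genes, and every pair differed by more than counting noise (chi-square over its degrees of freedom 6.45 to 70.8). Gene positions are those of GENCODE M21 on GRCm38, in which 20383 of the 21260 symbols of the count tables (95.9%) were found. The annotation release behind the authors' counts was not compared with it. Named genes whose exons overlap those of another gene in this annotation are named as such in the report, since the counting is not stated to use strand. Overlaps of introns, which are also counted in nuclei, were not examined. Analyses ran in R 4.3.3 and python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The normalized values of whole cells were not used here.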

Results

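To follow the hypothalamic response to icv FGF1 (3 µg), a growth factor, in ob/ob mice, RNA was counted in single nuclei on Day 1 and Day 5 and in single whole cells on Day 5. Day 1 nuclei came from 3 FGF1 mice (8620 nuclei) and 3 PF vehicle mice (4586), Day 5 nuclei from 2 FGF1 mice (7986) and 2 vehicle mice (3773), and Day 5 cells from 6 FGF1 mice (25767) and 6 vehicle mice (29123). On average, 3258 UMIs and 1792 genes were counted per nucleus, and 1536 UMIs and 840.5 genes per cell. In Day 1 nuclei, FGF1 replicates 1, 2 and 3 held 12612245, 8708087 and 3529889 UMIs and vehicle replicates 1, 2 and 3 held 5540513, 8407043 and 4103747. In Day 5 nuclei, FGF1 replicates 37 and 45 held 8893484 and 16345981 UMIs and vehicle replicates 28 and 38 held 10471983 and 2721087. In Day 5 cells, FGF1 replicates 7, 28, 6, 21, 10 and 36 held 8393273, 5317899, 3237337, 3924089, 10558437 and 11866269 UMIs. Vehicle replicates 29, 27, 22, 20, 35 and 25 held 4484143, 2652897, 7683143, 10009893, 7068304 and 9096211. Day 1 FGF1 nuclei were shallower than vehicle nuclei, with a median of 2029 to 2816 UMIs per nucleus in the 3 FGF1 mice and 3178.5 to 3776 in the 3 vehicle mice. On Day 5 the medians overlapped, at 2275.5 to 3377 (FGF1) and 2673 to 3986 (vehicle) in nuclei and at 1142 to 2090 and 1117.5 to 1631 in cells.

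By the deposited annotation, the nuclei comprised 11986 unmapped neurons, 2136 n29 neurons, 1538 astrocytes, 1375 oligodendrocytes, 1296 Glu5 neurons, 662 OPC/COP, 481 microglia, 438 tanycytes, 341 Agrp neurons, 184 ependymal cells and smaller types. Tanycytes and ependymal cells line the third ventricle, and COP are oligodendrocyte precursors committed to differentiate. Several glial labels held neuronal RNA. The UMIs of 4 neuron genes made up a median of 85.2 per 10000 UMIs in nuclei annotated as oligodendrocytes, 85.0 in microglia and 68.0 in OPC/COP, against 98.4 in unmapped neurons and 83.9 in Agrp neurons. Astrocytes (6.83), tanycytes (4.61) and ependymal cells (3.83) lay far below. Own markers with 3 or more UMIs were found in 88.1% of oligodendrocyte nuclei, 29.3% of microglia and 20.8% of OPC/COP, against 3.44%, 0.267% and 0.292% of unmapped neurons for the same markers. The median depth of all nuclei of these labels was 3115, 3880 and 3423 UMIs, and that of unmapped neurons was 2572.5. Results in those 3 nuclear labels are therefore of nuclei with neuronal RNA, whereas the authors had removed neurons from the whole cells.

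**Figure D1:**
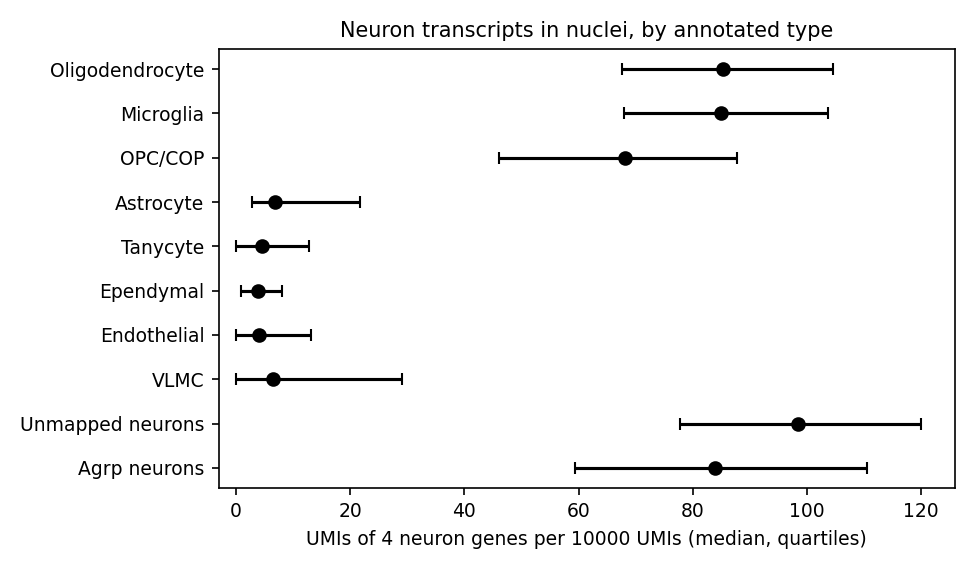
UMIs of 4 neuron genes per 10000 UMIs of a nucleus (horizontal axis) by the cell type the authors annotated (vertical axis), with points at the median and bars from the lower to the upper quartile of nuclei. Oligodendrocytes, microglia and OPC/COP lie near the neurons, and astrocytes, tanycytes, ependymal cells, endothelial cells and VLMC lie below 10.

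The first question was which cell types responded most on Day 1. With 10 nuclei drawn per mouse and type, the median number of genes past an FDR of 0.1 over 100 draws was 153 in ependymal cells (interquartile range 136 to 168), 81 in tanycytes (58 to 105), 13 in Agrp neurons (7 to 19) and 9 in astrocytes (6 to 14). It was 3 in n29 neurons (1 to 7) and 0 in oligodendrocytes, OPC/COP, microglia, unmapped neurons, Glu5, n16 and n23 neurons. Of the alternatives, thinning every nucleus to 1350 UMIs moved the ependymal number most, and gave 25 in ependymal cells, 22 in tanycytes, 8 in Agrp neurons and 3 in astrocytes, with far fewer genes tested (110, 115, 135 and 127 in place of 654.5, 555.5, 352 and 527). Without vehicle replicate 1, the medians were 112, 29, 2 and 3, and without FGF1 replicate 1 astrocytes reached 28 (25 draws each). The types at 0 with all mice reached 1 to 7 without FGF1 replicate 1, with 7 in OPC/COP and 3 in oligodendrocytes, microglia and n23 neurons. With single mice left out, medians ranged from 1 to 14 in Agrp neurons and from 0 to 7 in n29 neurons. With 30 nuclei drawn, astrocytes reached 45.

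With all nuclei, the pseudobulk test found 323 DEGs in tanycytes (190 higher and 133 lower after FGF1 of 3534 genes tested, 20 to 119 nuclei per mouse), 277 in ependymal cells (148 higher, 129 lower, 1456 tested, 13 to 23 nuclei) and 94 in astrocytes (84 higher, 10 lower, 6063 tested, 45 to 388 nuclei). DESeq2 called 255, 223 and 129. CPM did not overlap between the groups for 322, 271 and all 94 of these DEGs, and for 27.8%, 36.5% and 15.2% of all tested genes, where chance gives 10%. Of the alternatives, leaving out vehicle replicate 1 lowered the counts most, to 72 in tanycytes, 175 in ependymal cells and 0 in astrocytes, and testing without the low-count filter raised them most, to 563, 403 and 214. Other glia had few DEGs, with 16 in oligodendrocytes (12 higher), 4 in OPC/COP (all higher) and 0 in microglia, where edgeR gave 198 genes an unadjusted p below 0.05 and DESeq2 also called 0. The oligodendrocyte count ranged from 0 to 36 and the OPC/COP count from 0 to 21 with single mice left out, the lowest without vehicle replicate 1 and the highest without FGF1 replicate 1. VLMC (vascular and leptomeningeal cells), in 2 FGF1 and 3 vehicle mice, had 24 DEGs.

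**Figure D2:**
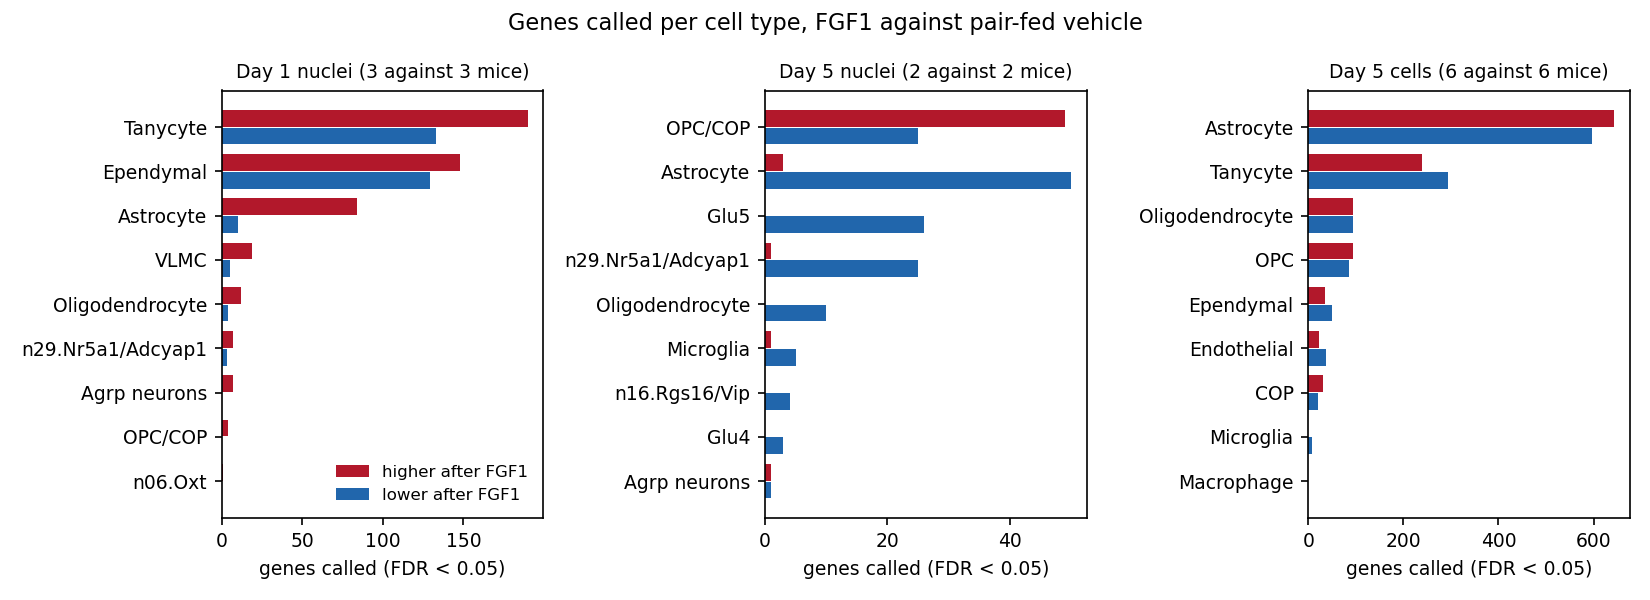
Number of DEGs at an FDR below 0.05 (horizontal axis) by cell type (vertical axis, the 9 types with the most), with 1 panel each for Day 1 nuclei, Day 5 nuclei and Day 5 cells and bars for genes higher (red) and lower (blue) after FGF1. Tanycytes (323), ependymal cells (277) and astrocytes (94) lead on Day 1, and astrocytes (1240) and tanycytes (533) lead in Day 5 cells.

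In Day 1 tanycytes, the largest increases by fitted log2 fold change were those of Sprr1a (chromosome 3, 92483952 to 92485895), Emp3 (chromosome 7, 45918023 to 45921404) and Akr1b8 (chromosome 6, 34354119 to 34368463). All 3 had no UMI in the vehicle mice, so this order rests on fitted folds. By their lower bounds, Emp3 and Akr1b8 need not exceed Hbegf (log2 5.32) or Tm4sf1 (5.05). Sprr1a stood at 1117 ± 1522 CPM (SD, n = 3) after FGF1 and had no UMI in the 3 vehicle mice, so it was at least 102-fold higher (log2 fold change 10.10 ± 1.80 SE, edgeR FDR 0.00648). It ranged from 218 to 2875 CPM over the FGF1 mice, and was no longer called by DESeq2 or without vehicle replicate 1 or 2. Emp3 (176 ± 58.5 CPM, FDR 0.00156) and Akr1b8 (153 ± 53.7 CPM, FDR 0.00192) were at least 16-fold and 13.9-fold higher than a vehicle group at 0. The largest decreases were those of 3300002A11Rik (an antisense gene over Gm47139 on chromosome 12, 99341154 to 99361827), which fell from 249.9 ± 94.8 to 1.26 ± 2.18 CPM (log2 -6.31 ± 0.705, FDR 0.000517), Dynlrb2 (log2 -5.25 ± 0.736, FDR 0.00135) and Ccdc108 (log2 -5.18 ± 0.859, FDR 0.00293), a symbol without a position in the annotation. Of the 31 genes that the study names, 25 were tested and 9 called (7 higher, 2 lower), and 13 passed when adjusted over the list alone. The study chose this list on these samples, so counts over it are not independent evidence. Vim (2.79, FDR 0.00449), S100a10 (3.71, FDR 0.00135), Spry2 (2.25, FDR 0.00744) and Plat (2.62, FDR 0.00278) were higher on the log2 scale, and Ntrk2 (-1.56, FDR 0.0192) was lower.

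In Day 1 ependymal cells, Megf11 (chromosome 9, 64385626 to 64709205; 789.6 ± 167 CPM, n = 3) and Tgm1 (chromosome 14, 55700009 to 55713926; 589 ± 141 CPM) had no UMI in vehicle mice and were at least 26.5-fold and 19.8-fold higher (edgeR FDR 1.80e-05 and 5.15e-05). Tgm1 shares exon sequence with Gm49067 on the other strand. Hbegf (chromosome 18, 36504927 to 36515805) rose from 9.54 ± 16.5 to 628 ± 207 CPM (log2 5.53 ± 0.714, FDR 5.15e-05). A330033J07Rik, an antisense gene over Id4 (chromosome 13, 48044231 to 48262623), fell from 1181 ± 98.3 to 25.7 ± 24.0 CPM (log2 -5.21 ± 0.485, FDR 1.82e-06). Its exons overlap Gm49291 on the same strand and Id4 on the other, so its counts are uncertain. Nnat (chromosome 2, 157560078 to 157562522, overlapping Gm23134 on the other strand) fell from 7576 ± 700.1 to 343 ± 143 CPM (log2 -4.45 ± 0.399, FDR 1.82e-06) and Etnppl from 809.7 ± 481 to 52.6 ± 46.7 CPM (log2 -3.97 ± 0.742, FDR 0.00363). Of the list, 19 genes were tested and 8 called (3 higher, 5 lower), and 10 passed adjusted over the list alone, S100a10 among them (log2 4.03, FDR 1.82e-06).

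In Day 1 astrocytes, Tgm1 stood at 126 ± 26.6 CPM against a vehicle group at 0 (at least 36.5-fold, edgeR FDR 0.00328). Timp1 (chromosome X, 20870166 to 20874735) rose from 1.94 ± 3.35 to 746 ± 297 CPM (log2 7.76 ± 0.908, FDR 0.00285) and Hspb1 (chromosome 5, 135887919 to 135889563) rose by 6.94 ± 0.788 (FDR 0.00285). A330033J07Rik (log2 -4.51 ± 0.691, FDR 0.0107), Ttll3 (log2 -4.08 ± 0.640, FDR 0.0114), which overlaps Arpc4, and Gm9925 (log2 -3.73 ± 0.606, FDR 0.0122), which lies opposite Mapk4, were lower. Vim rose from 45.2 ± 9.31 to 846 ± 198 CPM (log2 4.20, FDR 0.00575). Of the list, 27 genes were tested and 3 called, all higher (Vim, S100a10 and Spry2), and 5 passed adjusted over the list alone. Without vehicle replicate 1 no gene was called in astrocytes.

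To ask whether these 3 cell types shared a response, the 1239 genes tested in all of them were compared. Of these, 24 were called in the same direction in all 3. Among those higher were Tmbim1, Tagln2, Vim, Cd44, Tm4sf1, Nes, S100a4, S100a6, S100a11, S100a10, Ccnd1, Lgals3, Dhrs1, Smad3, Anxa2, Serpina3n, Ano6, Mrps6, Clic1 and Hbegf, and lower were Etnppl, A330033J07Rik and Mro. Serpina3n belongs to a family of near-identical genes, and exons of Mrps6, S100a4, Ano6, Ccnd1, Anxa2, Tmbim1 and A330033J07Rik overlap other genes, so their counts are uncertain. DESeq2 gave 34 genes, of which 20 were among the 24, and RLE scaling gave 23, all among the 24. Without vehicle replicate 1 there were 0 such genes, since astrocytes had no DEG.

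Gene sets were tested in the same 3 types. On Day 1, camera called 14 of 18 tests, of which 11 held under fry. Other splits of these mice gave a median of 7 camera calls and at most 12, so camera also calls lists without the real grouping. Ribosomal protein genes were higher in tanycytes (70 genes, median log2 fold change 1.21, camera FDR 5.32e-20, fry FDR 0.0946), ependymal cells (62 genes, 0.76, FDR 7.00e-12, fry FDR 0.00881) and astrocytes (75 genes, 0.39, FDR 0.00470, fry FDR 0.755). Without FGF1 replicate 1, in which 2.50% of UMIs were ribosomal, the median of edgeR's fold changes moved from 1.35 to 0.77 in tanycytes and from 0.42 to -0.49 in astrocytes. Cilium genes were lower in tanycytes (26 genes, -2.22, 4 higher, camera FDR 5.54e-13, fry FDR 0.000115) and in ependymal cells (43 genes, -0.50, FDR 0.000122, fry FDR 0.0393) and not called in astrocytes (-0.36, camera FDR 0.104). MAPK feedback genes were higher in tanycytes (5 genes, 2.28, FDR 2.08e-05) and astrocytes (7 genes, 2.15, FDR 6.96e-09). Pan-reactive genes were higher in astrocytes (10 genes, 4.36, FDR 1.33e-19), tanycytes (7 genes, 2.67, FDR 1.30e-07) and ependymal cells (5 genes, 2.41, FDR 0.0127). The A2 list was higher in astrocytes (5 genes, 4.32, FDR 2.54e-11) and ependymal cells (5 genes, 2.91, FDR 1.48e-05), and immediate early genes were higher in astrocytes (3 genes, 4.11, FDR 8.80e-06). All these MAPK, pan-reactive, A2 and immediate early calls held under fry. Setting genes without a UMI in 1 group at their bound left the A2 medians at 4.32 and 2.91. The A1 list was not called in astrocytes (3 genes, -0.01, camera FDR 0.780), and glycolysis genes were called by camera alone, in tanycytes (11 genes, 0.95, camera FDR 0.0411, fry FDR 0.358).

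The next question was which glia still differed on Day 5, in the separate cohort of whole cells. With 10 cells per mouse and type, the median number of genes past an FDR of 0.1 was 9.5 in astrocytes (interquartile range 7 to 14), 6 in oligodendrocytes (2.75 to 10.25), 5 in COP (2 to 8), 3 in tanycytes (1 to 7.25), 3 in OPC (1 to 4), 1 in ependymal cells and 0 in microglia, endothelial cells and pericytes. Drawing 30 cells gave larger numbers, with 64 in astrocytes, 25 in tanycytes, 24 in oligodendrocytes and 15 in OPC. With all cells, edgeR called 1240 genes in astrocytes (644 higher, 596 lower of 9830 tested), 533 in tanycytes (240 higher, 293 lower of 10494), 190 in oligodendrocytes (95 higher, 95 lower), 179 in OPC (94 higher, 85 lower), 86 in ependymal cells (36 higher, 50 lower), 60 in endothelial cells (23 higher, 37 lower), 52 in COP (31 higher, 21 lower) and 7 in microglia (all lower). DESeq2 called 1047, 526, 263, 160, 52, 68, 89 and 18, of which 564, 270, 140, 116, 27, 26, 28 and 7 were higher. In COP most calls were thus lower by DESeq2 and higher by edgeR. Under RLE scaling the part of DEGs that were higher moved from 59.6% to 40.9% in COP and from 0% to 22.2% in microglia. In macrophages, pericytes and VLMC edgeR and DESeq2 called 0, with 27, 36 and 13 genes at an unadjusted p below 0.05. With single mice left out, counts ranged from 203 (without vehicle replicate 20) to 925 (vehicle 35) in tanycytes and from 79 (vehicle 25) to 496 (FGF1 28) in oligodendrocytes. They ranged from 101 (FGF1 7) to 360 (vehicle 35) in OPC, 30 (vehicle 29) to 151 (vehicle 22) in ependymal cells and 22 (FGF1 7) to 99 (vehicle 35) in COP. Requiring an absolute log2 fold change above 1 left 184 genes in astrocytes (80 higher, 104 lower) and 93 in tanycytes (25 higher, 68 lower).

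In Day 5 tanycytes, Lyz2 (chromosome 10, 117277331 to 117282321) rose from 4.17 ± 1.39 to 23.7 ± 4.53 CPM (n = 6, log2 2.36 ± 0.215, edgeR FDR 5.50e-07). Lyz2 has the near-identical paralog Lyz1 and is abundant in macrophages (3293 CPM) and microglia (378 CPM), so this value is uncertain. Emp3 (log2 1.78 ± 0.295, FDR 0.000864) and Lgals3 (log2 1.46 ± 0.236, FDR 0.000746) were also higher, as they were in tanycytes on Day 1. 2900052N01Rik (a long noncoding RNA gene on chromosome 9, 46913493 to 46927366) fell from 60.8 ± 19.1 to 18.2 ± 5.08 CPM (log2 -1.89 ± 0.206, FDR 3.74e-05), Etnppl fell by 1.81 on the log2 scale (FDR 0.000746) and Hsd11b1 fell by 1.62 (FDR 0.00145). Of the list, 27 genes were tested and 6 called (2 higher, 4 lower), and 14 passed adjusted over the list alone. Vim was higher (log2 1.02, FDR 3.74e-05). Among the gene sets of Day 5 cells, camera called 16 of 23 tests and 11 held under fry. Other splits drawn from these mice gave a median of 7 camera calls and at most 17. In tanycytes, pan-reactive (median log2 0.96), A2 (0.56) and ribosomal protein genes (0.26) were higher by both tests, and cilium genes (0.12) by camera alone. A1, MAPK, immediate early and glycolysis genes were not called there, and the median (0.06) and mean (-0.02) of glycolysis genes differed in sign. In ependymal cells pan-reactive (0.52) and A2 genes (0.31) were higher by both tests. Camera alone called ribosomal (0.23), cilium (0.08), glycolysis (-0.15) and immediate early genes (-0.66), and neither test called A1 or MAPK genes.

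In Day 5 astrocytes, Cd44 (chromosome 2, 102811141 to 102901665) rose from 5.04 ± 3.00 to 36.2 ± 11.9 CPM (n = 6, log2 2.54 ± 0.262, edgeR FDR 3.16e-07), Mamdc2 rose by 2.25 ± 0.314 (FDR 1.92e-05), and Serpina3n rose from 49.3 ± 19.5 to 247 ± 265 CPM (log2 2.26 ± 0.581, FDR 0.0301). The call of Serpina3n was lost in 6 of the 12 fits that left out 1 mouse. Dusp1 (log2 -1.88 ± 0.243, FDR 0.000134; overlapping Ergic1), Klf4 (log2 -1.79 ± 0.397, FDR 0.0151) and A730020M07Rik (log2 -1.62 ± 0.202, FDR 3.58e-06) were lower, and Klf4 lost its call with the authors' batch as a block. Of the list, 28 genes were tested and 16 called (15 higher), and 17 passed adjusted over the list alone. Aqp4 (chromosome 18, 15389496 to 15410982) rose from 281 ± 31.7 to 816 ± 171 CPM (log2 1.53 ± 0.130, FDR 8.08e-09), and Plat (log2 1.67), Vim (1.92), Cpe (1.21), Igfbp5 (1.08) and Clu (1.01) also rose. Gfap (log2 2.22 ± 0.534, FDR 0.0226) stood at 678 ± 506 CPM against 143 ± 88.9 with overlapping mice, and was not called without FGF1 replicate 7 or without vehicle replicate 20. Gfap, Aqp4, Serpina3n and Clu are leading genes of cluster 4, 1 of the 2 clusters merged as astrocytes. It held 3412 FGF1 and 697 vehicle cells, and cluster 1 held 1531 and 7940. Merged clusters were also uneven in tanycytes (cluster 7, 2728 and 590), oligodendrocytes (cluster 11, 1212 and 166; cluster 12, 223 and 952) and OPC (cluster 17, 104 and 11; cluster 5, 1377 and 2437). The mixture of clusters therefore enters the DEGs of these 4 types in whole cells, and levels within single clusters were not tested. Pan-reactive genes were higher (6 genes, median 2.07), immediate early genes lower (10 genes, -1.31), and MAPK (-0.34), ribosomal (-0.24), glycolysis (-0.09) and cilium genes (0.32) were called, all by both tests, and A1 genes were not (0.33, camera FDR 0.253).

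Day 5 astrocyte nuclei, from other mice, gave 53 DEGs (3 higher, 50 lower of 8484 tested; DESeq2 25), which became 904 without vehicle replicate 38 and 13 without FGF1 replicate 45. Plat was the only list gene called there (log2 1.95 ± 0.415, FDR 0.0323, n = 2), lost without FGF1 replicate 45, by DESeq2 and with the batch block, and 7 of 27 tested passed adjusted over the list alone. Of 1043 genes called in Day 5 astrocyte cells and tested in nuclei, 838 (80.3%) had the same direction in nuclei, as did 47 of 51 genes called in nuclei (92.2%). Over all 7423 genes tested in both, 61.9% had the same direction, with a Spearman correlation across genes of 0.367. Genes are not independent replicates. All 10 genes called in both assays went the same way. The share ranged from 70.4% to 83.5% with single mice left out, the lowest without vehicle replicate 28 of the nuclei. Gene sets in these nuclei were called in 4 of 6 tests by camera and in 0 by fry, whose smallest unadjusted p was 0.0432. By camera, ribosomal (-1.02) and glycolysis genes (-0.44) were lower, pan-reactive (1.69) and cilium genes (0.21) were higher, and MAPK (0.07) and A1 genes (median 0.02, mean -0.01) were not called.

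To test whether FGF1 changed the number of differentiating oligodendrocyte precursors, COP were counted as a share of the oligodendrocyte lineage in Day 5 cells. COP made up 26.2% ± 7.97 of the lineage after FGF1 (15.97% to 38.3%, n = 6) and 2.11% ± 0.985 in vehicle mice (0.870% to 3.42%, n = 6; exact two-sided permutation p = 0.00216, the smallest that the 924 splits allow). The difference was at least 14.6 percentage points within each of the 6 batches (exact p = 0.03125, the smallest that 64 sign patterns allow). Among OPC and COP together, COP made up 52.9% ± 10.9 and 6.75% ± 2.36. Mature oligodendrocytes made up 50.3% ± 11.6 and 69.2% ± 9.24 of the lineage (exact permutation p = 0.0195), and OPC 23.5% ± 7.43 and 28.6% ± 8.52 (exact permutation p = 0.320). Of the 5 COP markers, Fyn differed within COP (log2 0.52, edgeR FDR 0.0279) and the others were not called there. Summed over the whole lineage, which avoids its split into OPC, COP and oligodendrocytes but still rests on the clusters named as such, Gpr17 (chromosome 18, 31942997 to 31949636, overlapping Lims2; log2 1.70), Bmp4 (4.34; overlapping Gm15217), Neu4 (1.04), Fyn (2.75) and Enpp6 (2.91) were all higher, with edgeR FDRs from 4.72e-12 to 0.00279.

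**Figure D3:**
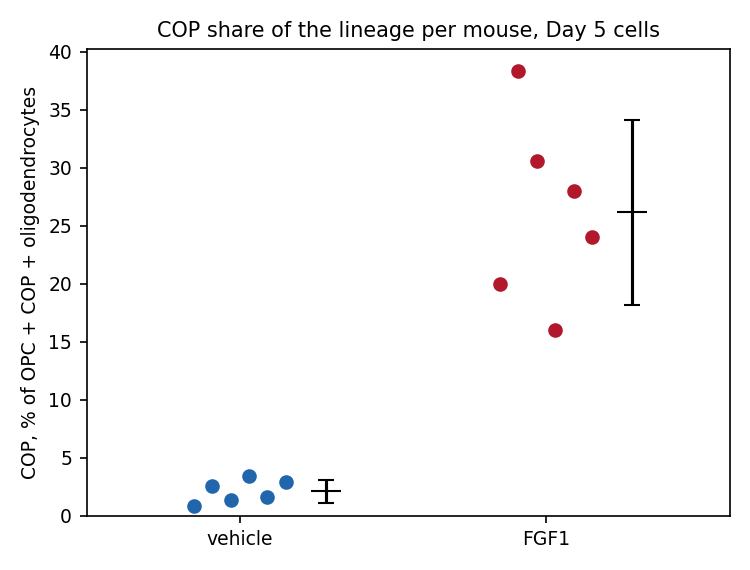
COP as a percent of all cells of the oligodendrocyte lineage (vertical axis) in each mouse of the Day 5 whole cells, by group (horizontal axis), with points for mice and bars for the mean ± SD (n = 6 per group). The FGF1 mice lie between 15.97% and 38.3%, all above the vehicle mice at 0.870% to 3.42%.

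In Day 5 cells, each vehicle mouse held 16 to 51 COP and each FGF1 mouse 174 to 372, so vehicle levels in COP rest on few cells. Within COP, the largest changes were those of Dusp19 (log2 2.37 ± 0.598, edgeR FDR 0.0319), which overlaps Nup35, Pde9a (2.02 ± 0.532, FDR 0.0423, overlapped by genes on the other strand) and Creb3 (1.68 ± 0.446, FDR 0.0448), which lies opposite Gba2 and Tln1. All 3 lost the call by DESeq2 and with the batch block. Arhgef3 (log2 -2.36 ± 0.473, FDR 0.00518; overlapping Gm49616), Anks1b (-1.32 ± 0.230, FDR 0.000634) and Cntn1 (-1.11 ± 0.188, FDR 0.000531; 195 ± 27.7 against 424 ± 148 CPM) were lower. In mature oligodendrocytes, Slc9a3r2 (log2 1.85 ± 0.372, FDR 0.0209), Fam83d (1.73 ± 0.293, FDR 0.00230) and Vim (1.38 ± 0.240, FDR 0.00663) were higher, and 2900052N01Rik (-2.01 ± 0.306, FDR 0.00593), Arl4d (-1.65 ± 0.209, FDR 0.000143) and Pygm (-1.65 ± 0.318, FDR 0.00663) were lower. Fam83d and Pygm were not called by DESeq2. Vim was also higher in OPC (log2 1.96, FDR 5.31e-09). List genes called (and passing adjusted over the list alone) numbered 5 (12) of 29 in oligodendrocytes, 3 (6) of 26 in OPC, 1 (3) of 17 in COP and 0 (4) of 25 in ependymal cells. On Day 5, OPC/COP nuclei had 74 DEGs (49 higher, 25 lower; DESeq2 30), with Bmp4 higher (log2 2.74, FDR 0.0302), a call lost without vehicle replicate 28 or FGF1 replicate 45, by DESeq2 and with the batch block.

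In neurons, the question was which subtype responded and whether Agrp and Npy, the peptides of the hunger-promoting Agrp neurons, changed. In Day 1 unmapped neurons edgeR called 0 of 13681 genes, with 988 at an unadjusted p below 0.05, and DESeq2 called 27, though 14.4% of its calls in simulated unmapped neurons were false (edgeR 8.67%). In n29 neurons 10 genes were called (7 higher; 81.25% of 16 higher under RLE in place of 70%), and DESeq2 called 39 (30 higher). The n29 count was 0 without vehicle replicate 1, 2 or 3 and 101 without FGF1 replicate 1. In n06 neurons 1 gene was called. In Glu4, Glu5, Glu6, GABA15, n02, n16 and n23 neurons edgeR called 0, with 34 to 172 genes at an unadjusted p below 0.05, and DESeq2 called 1 gene in Glu5 and 0 in the others. GABA15 neurons also carried Agrp (13978 CPM after FGF1 and 10135 CPM in vehicle mice, n = 2) and Npy (14298 and 11444 CPM) and were tested apart from Agrp neurons. In Agrp neurons (15 to 96 nuclei per mouse) 7 of 2350 genes were called, all higher and all 7 without overlap, against 16.7% of tested genes and 10% by chance, and DESeq2 called 10. The largest were Serpina3n (489 ± 212 against 27.5 ± 36.8 CPM, n = 3, log2 4.82 ± 0.738, edgeR FDR 0.0163), Adam12 (3.58 ± 0.667, FDR 0.0450) and Socs2 (3.04 ± 0.551, FDR 0.0450). Pcdh15 (chromosome 10, 73099342 to 74649737) rose from 1087 ± 224 to 4269 ± 119 CPM (FDR 0.00979) and Kcnq3 (chromosome 15, 65986387 to 66286642) from 228 ± 13.2 to 1017 ± 122 CPM (FDR 0.00979), the only 2 called of the 10 list genes tested. The count in Agrp neurons ranged from 0 (without FGF1 replicate 2 or vehicle replicate 1) to 22 (without FGF1 replicate 1), and each of these 5 genes lost its call in several of those fits. With GABA15 nuclei added to Agrp neurons it was 12, with 6 of the 7 genes among them.

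Agrp (chromosome 8, 105566698 to 105637393, overlapping Gm5914 and, on the other strand, Ctcf) stood on Day 1 at 22482 ± 15546 CPM after FGF1 and 14509 ± 7842 CPM in vehicle mice (n = 3, log2 0.64 ± 0.534, edgeR FDR 0.747), and Npy (chromosome 6, 49822710 to 49829507) at 21429 ± 16529 and 16507 ± 8134 CPM (log2 0.38 ± 0.546, FDR 0.892). Without FGF1 replicate 1 both turned negative (log2 -0.12 and -0.49). On Day 5, Agrp stood at 8642 ± 4180 and 18095 ± 838 CPM (n = 2, log2 -1.06 ± 0.343, edgeR FDR 0.510) and Npy at 9064 ± 2845 and 25061 ± 5030 CPM (log2 -1.46 ± 0.326, FDR 0.0673). Neither passed over all 1345 genes tested, and both passed adjusted over the list alone (0.0189 and 0.00120). Both vehicle mice lay above both FGF1 mice. DESeq2 called Npy (log2 -1.39), and without FGF1 replicate 45 edgeR called both (-1.66 and -1.82). With GABA15 nuclei added edgeR called Npy (-1.34) and not Agrp. The other types tested on Day 5 carried these RNAs at a low level, with a median over types of 0.650% (Agrp) and 0.468% (Npy) of the vehicle level of Agrp neurons. Only 2 genes were called in Day 5 Agrp neurons (1 higher, 1 lower; DESeq2 also 2), and this count was 0 without vehicle replicate 28 and 12 without FGF1 replicate 45. In Day 5 unmapped neurons edgeR called 0 (1453 genes at an unadjusted p below 0.05), DESeq2 called 12, and 284 were called without vehicle replicate 38. Among the other neurons, edgeR called 26 genes in Glu5 (all lower; DESeq2 1), 26 in n29 (25 lower; DESeq2 4), and 4 in n16, 3 in Glu4 and 2 in n06 neurons, all lower, where DESeq2 called 0. With single mice left out, the Glu5 count ranged from 8 (FGF1 45) to 133 (vehicle 38) and the n29 count from 10 (FGF1 45) to 177 (vehicle 38). Without vehicle replicate 28, 49 of 64 Glu5 DEGs were higher. Without vehicle replicate 38 the counts were 43 in n16, 26 in Glu4 and 11 in n06 neurons, and without FGF1 replicate 45 that of Glu4 was 0.

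**Figure D4:**
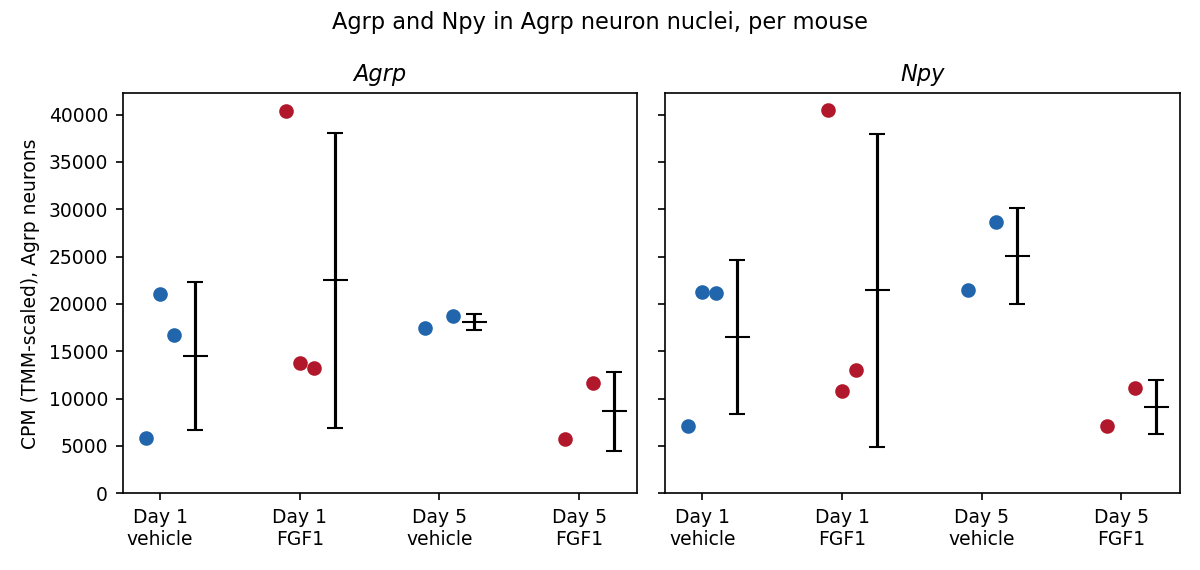
Agrp and Npy in nuclei annotated as Agrp neurons, in TMM-scaled CPM (vertical axis), for FGF1 and vehicle mice on Day 1 (n = 3 each) and Day 5 (n = 2 each), with points for mice and bars for the mean ± SD. On Day 5 both FGF1 mice lie below both vehicle mice for both genes, and on Day 1 the groups overlap.

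Shares of all cells were compared between the groups. In Day 5 cells, 4 of 11 types passed the adjusted exact permutation test (n = 6 per group). COP made up 7.17% ± 3.68 of cells after FGF1 and 0.6254% ± 0.256 in vehicle mice (adjusted exact p = 0.0238) and tanycytes 34.0% ± 12.7 and 18.6% ± 5.65 (0.0357). Astrocytes made up 19.1% ± 5.39 and 29.1% ± 4.50 (0.0317) and oligodendrocytes 12.8% ± 3.09 and 21.5% ± 5.25 (0.0317). The direction was the same in 6 of 6 batches for COP, tanycytes and astrocytes and in 5 of 6 for oligodendrocytes. Within batches no type passed. COP, tanycytes and astrocytes had the smallest p that 6 batches allow, 0.03125, which was 0.115 adjusted. As centred log ratios only COP passed. Shares sum to 100%, so they do not move independently. In nuclei no type passed, and the smallest p that the exact test allows there is 0.1 on Day 1 and 0.333 on Day 5.

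Whether the effect of FGF1 differed between days was tested directly in the nuclei. In OPC/COP, 6 genes differed (edgeR FDR 0.000765 to 0.0329), all with a more positive effect on Day 5. They were St18, Gm13052, Mbp, Epb41l2, Sirt2 (overlapping Nfkbib) and Fyn, and their effects on Day 1 minus Day 5 lay between -3.51 and -2.56 on the log2 scale. DESeq2 gave 10 genes. Leaving out single mice of Day 1 gave 1 (without FGF1 replicate 2) to 22 (without FGF1 replicate 1), with 2 without vehicle replicate 1. In the 10 other types tested edgeR found 0 genes, with 103 to 689 genes at an unadjusted p below 0.05, the most in astrocytes. DESeq2 found 6 genes in astrocytes, 1 in n29 neurons and 0 in the others. In simulated astrocytes edgeR recovered 0 of 200 changed genes and 11 of 18 DESeq2 calls were false, so neither count settles whether the days differ there. The other differences between Day 1 and Day 5 above were not tested as such.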

Values the study reported

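The study reported 15,291 nuclei in 9 populations, with a mean of 3258 UMIs and 1,792 genes per nucleus. For whole cells it reported 63,904 cells in 14 populations, with a mean of 1802 UMIs and 966 genes. It named 21 genes as a core response shared by glial types. In astrocytes on Day 5 it gave 186 DEGs at an FDR below 0.05 and an absolute log2 fold change above 1, of which 94 were higher and 92 lower. For Agrp neurons it gave 313 nuclei on Day 1 and 47 DEGs by the same limits, of which 37 were higher.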

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

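Of the tests in this part, those of batch and depth in replicates 6, 10 and 35 of few counts, and of a mixture in OPC/COP were chosen after the result was seen. Over all measures tested, 116 groups of mice were searched for a single mouse far from the others and 16 were found, where chance gives about 1 in 20 groups. All 116 are groups of Day 5 cells, since those of nuclei hold too few mice for this search.

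FGF1 replicate 10 and vehicle replicate 35 had the deepest cells of their groups, with median UMI numbers of 2090 and 1631 and median gene numbers of 1078 and 875. The authors' batch 5 holds these mice alone. That both medians, the lower being 1631, lie above those of all mice of other batches restates what was seen and does not test a batch difference. The deviations of both mice from their group means correlated across genes by 0.267 in astrocytes, 0.235 in tanycytes and 0.2765 in oligodendrocytes, the highest of the 6 pairs of mice that share a batch. Pairs from different batches reached 0.254, 0.292 and 0.3115, so a difference between batches stays open, as does one between the mice themselves.

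FGF1 replicate 6 had the fewest ependymal cells (0.796% of its cells) and the most microglia (12.0%) among the FGF1 mice. A difference between batches as the cause of these 2 shares is argued against by the vehicle mouse of its batch, replicate 22, with 2.21% microglia and an ependymal share inside the range of its group. Low depth is argued against too, since mice with a median UMI number at or below that of replicate 6 had at least 5.88% ependymal cells. Both mice of this batch also had the lowest tanycyte share of their groups, 12.1% in FGF1 replicate 6 (others at least 32.8%) and 7.82% in vehicle replicate 22 (others at least 16.8%). For that share a difference between batches or in dissection stays open, as does a difference in dissection or dissociation of replicate 6. Vehicle replicate 35 had the most VLMC of its group (3.31%). The FGF1 mouse of its batch had 0.429%, which argues against a batch difference, and the dissection of this mouse stays open.

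In Day 5 astrocytes, Clu (2849 CPM) and Gfap (318 CPM) were highest in vehicle replicate 22 within the vehicle group, and Igfbp5 (329 CPM) was highest in FGF1 replicate 6 within the FGF1 group. Serpina3n was highest in both of these mice within their groups, at 783.5 CPM in FGF1 replicate 6 and 88.5 CPM in vehicle replicate 22, and they share batch 3. Gfap was also highest in FGF1 replicate 6 within its group (1619 CPM, others up to 849), but not by enough to be found by the search. Clu was lowest in FGF1 replicate 6 within its group (3258 CPM). Few counts are argued against, since all 5 values found by the search had a 95% counting interval clear of the nearest other mouse. A batch effect on many genes is argued against by the correlation across genes of the deviations of both mice from their group means, which was 0.0162. A response of single mice, and the mixture of astrocyte clusters in each mouse, stay open.

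Arhgef3 in COP was highest in vehicle replicate 29 (184 CPM). Mamdc2 in astrocytes was also highest there within the vehicle group (5.96 CPM). Lyz2 in tanycytes was highest in FGF1 replicate 6 within the FGF1 group (32.5 CPM) and lowest in vehicle replicate 27 within the vehicle group (1.49 CPM). All 4 values rest on so few UMIs that their counting intervals reach the nearest other mouse. Counting noise therefore cannot be told apart from a difference between mice here.

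In OPC/COP nuclei the effect of FGF1 on 6 genes differed between Day 1 and Day 5 by an interaction test. The differences, Day 1 minus Day 5 on the log2 scale, were -3.51 for St18, -3.23 for Gm13052, -3.13 for Mbp, -2.70 for Epb41l2, -2.65 for Sirt2 and -2.56 for Fyn. Leaving out Day 1 FGF1 replicate 2 gave 1 such gene, leaving out Day 1 vehicle replicate 1 gave 2, and leaving out Day 1 FGF1 replicate 1 gave 22. Another mixture of OPC, COP and oligodendrocytes within the label may be behind this. Fyn and Mbp are themselves markers of COP and oligodendrocytes. The 8 other COP and oligodendrocyte markers had a median difference of -2.74 (7 of 8 below 0) and the 3 OPC markers one of 2.23, which is what such a mixture needs. Oligodendrocyte RNA in other nuclei is less clear. In 8 of 9 other types the median over these genes had the same direction, but its median over types was -0.27 against -2.92 in OPC/COP, so this part cannot be told apart from the first. Changes within 1 cell class were not tested, and nuclei of this label also hold neuronal RNA. The days also differ in their mice and batches.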

How the results depend on the processing

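Of the alternatives in this part, the authors' batch as a block in nuclei, named genes and gene sets, batch differences of shares, the 20% limit on cells, the replicate block of gene sets, mice left out of equal-cell draws and nuclei shares, and GABA15 nuclei added to Agrp neurons were chosen after seeing the data. Of 103 named results with a test, 100 kept their call under RLE, 91 under DESeq2 and 84 with the authors' batch as a block, and 35 of 45 on Day 1 kept it with the replicate block. With 1 mouse left out, 757 of 909 values kept the call, and 43 results lost it at least once (26 of 45 on Day 1, 15 of 54 in Day 5 cells, 2 of 4 in Day 5 nuclei). The agreement of nuclei and cells kept its direction in all alternatives. For the changes that follow the cause was not tested, except where genes tested or mice are fewer by construction.

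DESeq2 gave on Day 1 9 DEGs in OPC/COP, 27 in unmapped neurons and 56 in the other types together (main 4, 0 and 35). In Day 5 nuclei it gave 25 in astrocytes, 4 in oligodendrocytes, 30 in OPC/COP, 12 in unmapped neurons and 5 in other types (main 53, 10, 74, 0 and 67). In Day 5 cells it gave 52 in ependymal cells and 89 in COP (main 86 and 52). It called 6 interaction genes in astrocytes (where 11 of 18 simulated calls were false), 10 in OPC/COP and 1 in other types (main 0, 6 and 0), and Npy in Day 5 Agrp neurons passed at -1.39. RLE gave 4 in Day 1 unmapped neurons and 81 in Day 5 astrocyte nuclei. With GABA15 nuclei added, Agrp neurons gave 12 DEGs on Day 1 and 6 on Day 5 (main 7 and 2), and Npy on Day 5 passed at -1.34.

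Without the low-count filter, Day 1 counts were 563 in tanycytes, 214 in astrocytes, 66 in oligodendrocytes, 34 in OPC/COP, 35 in Agrp neurons, 8 in unmapped neurons and 296 in other types, with 66 genes shared by 3 types. Day 5 nuclei gave 173 in astrocytes, 69 in oligodendrocytes, 5 in Agrp neurons, 141 in unmapped neurons and 224 in other types. Day 5 cells gave 146 in ependymal cells, 405 in OPC, 403 in COP and 233 in other types. Interaction genes numbered 152 in astrocytes, 26 in OPC/COP, 2 in Agrp neurons and 74 in other types. An absolute log2 fold change above 1 left in Day 5 cells 184 in astrocytes, 93 in tanycytes, 23 in ependymal cells, 44 in oligodendrocytes, 28 in OPC, 22 in COP and 25 in other types.

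With all 10 nuclei mice in 1 fit, Day 1 counts were 542 in tanycytes, 198 in astrocytes, 28 in oligodendrocytes, 10 in OPC/COP, 21 in Agrp neurons, 10 in unmapped neurons and 79 in other types. Day 5 counts were 0 in astrocytes, oligodendrocytes, Agrp neurons and other types and 27 in OPC/COP. The authors' batch as a block gave on Day 1 119 in tanycytes, 39 in astrocytes, 0 in oligodendrocytes and OPC/COP and 6 in other types, with 5 genes shared by 3 types. In Day 5 nuclei it gave 29 in astrocytes, 22 in oligodendrocytes, 0 in Agrp neurons, 13 in unmapped neurons and 179 in other types, and in Day 5 cells 151 in ependymal cells, 348 in oligodendrocytes and 128 in other types. The A1 list in astrocytes changed direction under it on Day 1 (camera FDR 0.959) and in Day 5 nuclei (0.753).

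The replicate numbers of Day 1 did not pair the mice. Deviations of same-numbered mice correlated between -0.504 and 0.522 across genes in astrocytes. With the replicate block, counts were 5 in oligodendrocytes, 0 in OPC/COP, 2 in Agrp neurons, 1 in unmapped neurons and 23 in other types, and 235 in tanycytes, 230 in ependymal cells and 107 in astrocytes.

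With 30 cells per mouse required, other types together gave 10 DEGs on Day 1 and 26 in Day 5 nuclei, and COP gave 33. Drawing 30 cells gave 45 genes in Day 1 astrocytes and, in Day 5 cells, 64 in astrocytes, 25 in tanycytes, 24 in oligodendrocytes and 15 in OPC. At an FDR of 0.05 the draws gave 42 in Day 1 tanycytes and, in Day 5 cells, 6 in astrocytes, 1.5 in tanycytes, 2 in oligodendrocytes and 1 in OPC. Thinned cells gave 22 in Day 1 tanycytes, 25 in ependymal cells and 3 in astrocytes and, in Day 5 cells, 6 in astrocytes and 0 in tanycytes and OPC.

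As centred log ratios 1 type passed in Day 5 cells (main 4), astrocytes in Day 5 nuclei turned to 0.239 and macrophages in Day 5 cells to -0.218. Within batches 0 types passed. By fry 0 gene sets passed in Day 5 nuclei (main 4), and A1 genes there had the other direction (fry FDR 0.988). On the authors' normalized values Npy on Day 1 was -0.108.

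With 1 mouse left out on Day 1, counts ranged from 72 to 378 in tanycytes, 175 to 291 in ependymal cells, 0 to 116 in astrocytes, 0 to 36 in oligodendrocytes, 0 to 21 in OPC/COP, 0 to 22 in Agrp neurons, 0 to 5 in unmapped neurons and 7 to 200 in other types. Genes shared by 3 types ranged from 0 to 29, and equal-cell draws from 29 to 121 in tanycytes and 3 to 28 in astrocytes. In Day 5 cells, counts ranged from 203 to 925 in tanycytes, 30 to 151 in ependymal cells, 79 to 496 in oligodendrocytes, 101 to 360 in OPC, 22 to 99 in COP and 19 to 203 in other types, and those of astrocytes stayed within 1.5 times. In Day 5 nuclei the lone mouse left in a group is assumed to vary like the other group. Counts there ranged from 13 to 904 in astrocytes, 38 to 101 in OPC/COP, 23 to 129 in oligodendrocytes, 0 to 12 in Agrp neurons, 7 to 284 in unmapped neurons and 43 to 404 in other types. Interaction genes ranged from 1 to 22 in OPC/COP, 0 to 2 in Agrp neurons and 0 to 19 in other types.

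In Agrp neurons, log2 fold changes with 1 mouse left out ranged from -0.12 to 0.97 (Agrp) and -0.49 to 0.67 (Npy) on Day 1, and from -1.66 to -0.61 and -1.82 to -1.13 on Day 5. Differences of shares on Day 1, in percentage points, ranged from -0.451 to 0.0232 in Agrp neurons, -0.534 to 1.26 in astrocytes, -0.541 to 0.0852 in ependymal cells and -0.103 to 0.413 in tanycytes. In Day 5 nuclei they ranged from -1.10 to 0.597 in astrocytes, -0.343 to 0.917 in ependymal cells, -0.388 to 1.87 in oligodendrocytes and -0.675 to 1.41 in tanycytes. Camera FDRs on Day 1 in astrocytes ranged from 0.318 to 0.733 for A1, 0.00647 to 0.891 for glycolysis and 2.06e-09 to 0.682 for ribosomal genes, and in Day 5 nuclei from 0.204 to 0.972 for A1 and 0.514 to 0.972 for MAPK genes, where 2 to 4 lists passed. Depth limits cell types with few cells, in which fewer genes were tested.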

Other observations

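Of the tests in this part, those of neuron genes in glial labels, of placement, doublets, oligodendrocyte loss and batch for COP, of COP genes in nuclei, of an ependymal mixture, of 1 library with a high ribosomal share, of depth, and of Npy in astrocytes were chosen after the result was seen. The nuclei numbered 24965. That is higher than the value quoted from the study above. The DEGs of Day 1 Agrp neurons numbered 7, with or without a limit of 1 on the absolute log2 fold change, and 12 with GABA15 nuclei added, which also carried Agrp and Npy. The 7 are edgeR calls over 227 nuclei with this label of the annotation, fewer nuclei than the study stated. DESeq2, which the study used, called 10 here without a limit on the fold change. Both counts are fewer than the value quoted from the study above.

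Nuclei annotated as oligodendrocytes, microglia and OPC/COP held neuron genes near the level of neurons. Free RNA alone is argued against, since the level in oligodendrocyte nuclei was 12.5 times that in astrocyte nuclei. Neurons that only received a glial label are argued against too. The own markers of each label were at least 25.6 times more frequent there than in unmapped neurons. A glial and a neuronal nucleus in 1 droplet stays open. Nuclei with own markers had a higher median UMI number than unmapped neurons in 28 of 30 pairs of label and mouse, but choosing nuclei by UMIs of markers selects deeper ones, and ependymal cells (3424.5) and tanycytes (3034.5) were deeper than unmapped neurons (2572.5) with little neuronal RNA. Most microglia and OPC/COP nuclei lacked 3 UMIs of their own markers, and for those the origin of the label stays open. No biological explanation was tested.

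The COP share in Day 5 cells was 24.1 percentage points of the lineage higher after FGF1. Cells placed in the COP cluster with no change of the COP markers are argued against by these markers summed over the lineage, with a median log2 fold change of 2.75. OPC or oligodendrocytes in which FGF1 raised these markers would raise that sum as well and stay open. Doublets of OPC and oligodendrocytes are argued against by Gpr17, which was 3.66 times higher in COP than in the higher of both classes. Loss of oligodendrocytes is argued against by COP among OPC and COP, which differed by 46.2 percentage points, and a batch difference by the smallest difference within a batch, 14.6 percentage points. In the nuclei of other mice the COP markers in OPC/COP had a median log2 fold change of 2.47 on Day 5 and the OPC markers -1.05. Of the 5 COP markers Gpr17 (0.67, edgeR FDR 0.672) and Neu4 (-0.11, FDR 0.965) did not pass, and the oligodendrocyte markers were higher too (median 2.22), so a higher COP share there cannot be told apart from more oligodendrocyte RNA. More differentiating precursors after FGF1 stays open in these data, and a difference in how COP survive dissociation was not tested here. The study also counted more Gpr17-positive cells after FGF1 by in situ hybridization, in brain sections of a separate cohort on Day 5. It reported higher Gpr17 and Bmp4 in bulk hypothalamic RNA on Day 5 too. Neither assay rests on dissociated cells.

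Cilium genes were lower in Day 1 tanycytes. Fewer ependymal nuclei or less ependymal RNA in that label would lower all genes of ependymal cells. Of genes outside the list that were enriched 8-fold or more in ependymal over tanycyte whole cells of vehicle mice, 0% were lower, but only 6 were tested in tanycyte nuclei, too few to decide. Of 210 genes outside the list enriched 2-fold in ependymal nuclei 45.7% were lower, but tanycytes may hold enough of these themselves to hide a small ependymal part, so this explanation stays open. For free ependymal RNA, the median in astrocytes of 7 cilium genes enriched 2-fold in ependymal nuclei was -0.43, and that of the same 7 genes in tanycytes was -1.24. These genes are too few to tell apart free RNA from a change within tanycytes. Ribosomal protein genes were higher in tanycytes by more than in unmapped neurons (median 0.36), which argues against cytoplasmic RNA alike in all nuclei, and by a median of 0.77 without FGF1 replicate 1. In astrocytes the median without that mouse was -0.49, so its high ribosomal share may explain the astrocyte result.

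FGF1 nuclei were shallower on Day 1. With all nuclei at 1 number of UMIs, a median of 22 genes passed in tanycytes (interquartile range over draws 16 to 29, of 115 tested) and 25 in ependymal cells (21 to 29.25, of 110), which argues against depth as the whole cause. In astrocytes 3 passed (1 to 7, of 127). As a percent of the genes tested there, 1.71% passed before and 2.36% after thinning, so that part did not fall. Less depth also leaves fewer genes tested and called, and with so few passing, depth cannot be excluded there.

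Npy was lower in Day 5 astrocyte nuclei (log2 -2.27, edgeR FDR 0.0593). Free RNA from Agrp neurons may explain this, since Npy was lower in 7 of 7 types other than Agrp neurons and astrocytes, with 0 called by edgeR. Of these, 4 are neuron types, in which a change of their own was not excluded. In Agrp neurons free RNA is argued against as the cause, since the level in other types was 0.468% of theirs. Whether fewer transcripts per nucleus or other nuclei under the label lie behind the lower level was not tested. For Lyz2 in Day 5 tanycytes, RNA from microglia and macrophages cannot be excluded. The upper quartile of 74 microglia genes in tanycytes was 0.46 and their highest value 1.08, but Lyz2 was also higher in endothelial cells (1.70, edgeR FDR 0.0160) and astrocytes (0.91, FDR 0.0466).

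Other splits of the mice were fitted in the same way. On Day 1 the real split gave the most DEGs of the 10 splits in tanycytes, ependymal cells, astrocytes, oligodendrocytes, OPC/COP and Agrp neurons (1 of 10 each), where the largest other count was 21 in astrocytes, 1 in OPC/COP and 0 in the others. The genes shared by 3 types, the gene sets (median of other splits 7, largest other 12) and the equal-cell draws (273.5 genes against 18) also came first in 1 of 10. In unmapped neurons all 10 splits gave as many, and for the other types together 2 did, 1 of them with 383 genes. With 10 splits the share is never under 0.1, so chance cannot be excluded by it. For Day 5 cells 100 of 462 splits were drawn. As many DEGs came from 1 split in astrocytes, OPC and COP, 2 in tanycytes and ependymal cells and 3 in oligodendrocytes, the real one included, and 4 gave as high a correlation between nuclei and cells. In astrocytes, OPC and COP the largest other counts were 161, 88 and 27, and chance can be excluded there at a share of 0.05. Tanycytes, ependymal cells, oligodendrocytes and the correlation are under that share too, but other splits gave more, with 644, 94 and 494 DEGs and a correlation of 0.407, so chance is less firmly excluded. These shares are not adjusted over the results, and the splits do not keep to the batches. Chance cannot be excluded for the other types together (5 splits), the gene sets (5 splits, median of the other splits 7) and the equal-cell draws (2 of 40 splits).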
